# Comparative transcriptome profiling of immune response against *Vibrio harveyi* infection in Chinese tongue sole

**DOI:** 10.1038/s41597-019-0231-2

**Published:** 2019-10-22

**Authors:** Hao Xu, Xiwen Xu, Xihong Li, Lei Wang, Jiayu Cheng, Qian Zhou, Songlin Chen

**Keywords:** Infection, Gene expression

## Abstract

*Vibrio harveyi* is a major bacterial pathogen that causes fatal vibriosis in Chinese tongue sole (*Cynoglossus semilaevis*), resulting in massive mortality in the farming industry. However, the molecular mechanisms of *C*. *semilaevis* response to *V*. *harveyi* infection are poorly understood. Here, we performed transcriptomic analysis of *C*. *semilaevis*, comparing resistant and susceptible families in response to *V*. *harveyi* challenge (CsRC and CsSC) and control conditions (CsRU and CsSU). RNA libraries were constructed using 12 RNA samples isolated from three biological replicates of the four groups. We performed transcriptome sequencing on an Illumina HiSeq platform, and generating a total of 1,095 million paired-end reads, with the number of clean reads per library ranging from 75.27 M to 99.97 M. Through pairwise comparisons among the four groups, we identified 713 genes exhibiting significant differences at the transcript level. Furthermore, the expression levels were validated by real-time qPCR. Our results provide a valuable resource and new insights into the immune response to *V*. *harveyi* infection.

## Abstract (summary)

**Table:** 

Measurement(s)	messenger RNA
Technology Type(s)	RNA sequencing
Factor Type(s)	experimental condition • Phenotypic variability
Sample Characteristic - Organism	Cynoglossus semilaevis
Sample Characteristic - Environment	aquatic natural environment

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.9907706

## Background & Summary

Knowledge of fish immune systems contributes to understanding the evolution of the immune system, and there is an increasing interest in fish immunology for its unique position in the evolutionary spectrum from lower vertebrates to higher vertebrates^1^. Meanwhile, infectious pathogens, such as bacteria, mould, viruses and protozoans, cause a mass mortality in commercial fish, therefore, it is urgent to study the underlying molecular mechanisms of fish immunology, and to explore novel methods to enhance defences against pathogens in fish^2,3^.

Previous studies on immune analyses in fish have primarily concentrated on several important genes in model species^4,5^, while the response against bacterial infection in other immune-regulated genes is still unclear. Nevertheless, transcriptomic profiling using next-generation sequencing technologies provides a new approach to studying fish immunology in various marine aquatic species. For example, transcriptomic profiling is conducted to evaluate whole-genome expression patterns in the immune response against bacterial and viral infection to analyze any relevant differences observed. In *Epinephelus coioides*, transcriptome analysis during *Vibrio alginolyticus* infection revealed changes in immune gene expression with concomitant induction of innate immune-related complement and hepcidin systems^6^. Transcriptomic analysis of *Salmo salar* harbouring an infectious salmon anemia virus revealed 3,023 differentially expressed transcripts, with extreme differences in the expression of viral segments between susceptible and resistant groups^7^. Furthermore, transcriptomic profiling sheds lights on potentially novel immune-related transcripts. Transcriptome analysis of *C*. *semilaevis* responding to *Vibrio anguillarum* infection identified multiple differentially expressed annotated and novel genes, which were mostly relevant to the immune response, immune system regulation, and cytokine production^8^. Taken together, these transcriptomic analyses of the response to bacterial and viral infection in teleosts allow us to understand the molecular mechanisms of immune response and to identify novel genes associated with bacterial infection.

*C*. *semilaevis* is a valuable marine aquatic species distributed in Northern China^9^. However, vibriosis, which is caused by various bacteria such as *Vibrio harveyi*, *Vibrio anguillarum*, *Vibrio alginolyticus*, *Vibrio Parahemolyticus*, *Vibrio rotiferianus*, and *Vibrio aestuarianus*, has severely disrupted the development of *C*. *semilaevis* aquaculture. In *C*. *semilaevis* farming, *V*. *harveyi* is a major pathogen, causing severe infectious vibriosis with symptoms of putrefied skin, ascites, and tail rot. Although some studies examining *C*. *semilaevis* with *V*. *harveyi* infection have been reported^10,11^, the underlying molecular mechanisms mounted against *V*. *harveyi* infection by the host have not been extensively studied, and the exploitation of genetic resources is required. To address this knowledge gap, we selected two *C*. *semilaevis* families based on their significant mortality differences after *V*. *harveyi* infection. One family with a high mortality rate (cumulative mortality rate, CMR, >80%) was considered the *V*. *harveyi* susceptible family, whereas the other one with a low mortality rate (CMR < 20%) was considered the *V*. *harveyi* resistant family. Understanding the different immune molecular mechanisms will be very helpful for enhancing host ability against *V*. *harveyi* infection and for breeding *V*. *harveyi* resistant strains of *C*. *semilaevis*.

Herein, we performed the transcriptome analyses of two phenotypes of *C*. *semilaevis* (susceptible and resistant to *V*. *harveyi*) under *V*. *harveyi* challenge and control conditions. We discribe the detailed procedure of our experimental design including the treatment of fish, tissues collection, library construction and transcriptome sequencing. Quality control was conducted to evaluate the quality of our transcriptome data using FastQC, and a high-quality dataset is presented. Additionally, we performed comparative transcriptomic analyses of four *C*. *semilaevis* groups with the aim of screening key genes that cause the differences in disease resistance between resistant and susceptible families and providing an improved understanding of the immune response to *V*. *harveyi* infection.

## Methods

### Ethical approval

The collection and handling of the animals in the study was approved by the Animal Care and Use Committee of Chinese Academy of Fishery Sciences’, and all animals and experiments were conducted in accordance with the guidelines for the care and use of laboratory animals at the Chinese Academy of Fishery Sciences.

### Fish rearing and bacterial challenge

The fish (109 ± 24.8 g) used in this experiment were obtained from two *C*. *semilaevis* families described above at the Haiyang High-Tech Experimental Base (Shandong, China). Fish were kept in seawater ponds with a continuous supply of seawater at a temperature of 20~23 °C. After 7 days’ acclimation, the fish were challenged with *Vibrio harveyi* (kept by Key Laboratory for Sustainable Utilization of Marine Fisheries Resources). A pre-test was conducted to confirm the concentration of *V*. *harveyi* (8*10^4^ cfu/ml). Fish were randomly selected from the two families and challenged with the same concentration of *V*. *harveyi* by intraperitoneal injection based on their weights (2 ml/kg). Fish were sampled before injection and 24 h after infection, and the liver, spleen, and kidney tissues were collected from three individual fish in each group and immediately frozen in liquid nitrogen. Tissues were stored at −80 °C until RNA extraction. All fish were anesthetized with a lethal dose of MS-222 (300 ppm) to prevent suffering. The unchallenged and challenged resistant families of *C*. *semilaevis* were termed the CsRU and CsRC groups, respectively. The unchallenged and challenged susceptible family of *C*. *semilaevis* were termed the CsSU and CsSC groups, respectively. Three samples were used in each group (Table 1).

**Table 1:** Accession numbers for each biological sample.

Organism	analysis type	Sample name	Replicate	Group	Accession number (Sample)
*Cynoglossus semilaevis*	RNA-sequencing	SU1	Biological Replicate 1	CsSU	GSM3619558
*Cynoglossus semilaevis*	RNA-sequencing	SU2	Biological Replicate 2	CsSU	GSM3619559
*Cynoglossus semilaevis*	RNA-sequencing	SU3	Biological Replicate 3	CsSU	GSM3619560
*Cynoglossus semilaevis*	RNA-sequencing	RU1	Biological Replicate 1	CsRU	GSM3619561
*Cynoglossus semilaevis*	RNA-sequencing	RU2	Biological Replicate 2	CsRU	GSM3619562
*Cynoglossus semilaevis*	RNA-sequencing	RU3	Biological Replicate 3	CsRU	GSM3619563
*Cynoglossus semilaevis*	RNA-sequencing	SC1	Biological Replicate 1	CsSC	GSM3619564
*Cynoglossus semilaevis*	RNA-sequencing	SC2	Biological Replicate 2	CsSC	GSM3619565
*Cynoglossus semilaevis*	RNA-sequencing	SC3	Biological Replicate 3	CsSC	GSM3619566
*Cynoglossus semilaevis*	RNA-sequencing	RC1	Biological Replicate 1	CsRC	GSM3619567
*Cynoglossus semilaevis*	RNA-sequencing	RC2	Biological Replicate 2	CsRC	GSM3619568
*Cynoglossus semilaevis*	RNA-sequencing	RC3	Biological Replicate 3	CsRC	GSM3619569

### RNA extraction, library construction, RNA sequencing

Total RNA was extracted with TRIzol reagents (Invitrogen, USA) following the instructions of the manufacturer. Purified RNA was quantified using Qubit® RNA Assay Kit in a Qubit® 2.0 Fluorimeter (Life Technologies, CA, USA), and its integrity was evaluated using the RNA Nano 6000 Assay Kit and the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Equal amounts of total RNA from the kidney, spleen, and liver of individual fish were pooled to generate the RNA sample preparation as one biological replicate. Three biological replicates of each group were used to construct cDNA libraries following the Illumina standard operating procedure. Libraries were sequenced on an Illumina HiSeq platform to generate 150 bp paired-end reads.

### Quality validation, data cleaning and normalization

We used FastQC^12^ to assess the quality of raw reads in fastq format, and all results were merged and visualized using MultiQC^13^. Clean reads were generated from raw reads by removing low quality reads and those containing adapters, poly-N using RNA-QC-Chain^14^ with default parameters, then mapped onto the *C*. *semilaevis* reference genome (Accession no. GCF_000523025.1) using TopHat software with the parameter of mismatch = 2. We then used Cufflinks with default parameters to construct and identify both known and novel transcripts from TopHat alignment results^15^. Subsequently, we used HTSeq.^16^ to count the number of fragments mapped to each gene with the parameters: -m union, -s no, and the expected number of fragments per kilobase of transcript sequence per Millions base pairs (FPKM) were calculated to assess the expression levels.

### Downstream analysis

We used the DESeq package to conduct differential expression analysis^17^ and the *p*-values were adjusted by the Benjamini & Hochberg method for controlling the false discovery rate^18^. Genes with an adjusted *p*-value < 0.05 were considered differentially expressed genes (DEGs). Furthermore, we calculated the Pearson correlation between samples according to gene expression profiles and the correlation matrix was visualized using ggplot2^19^. Box plots, volcano plots, heat maps and Venn diagrams were drawn using R packages. The analysis workflow is shown in Fig. 1.

**Fig. 1:**
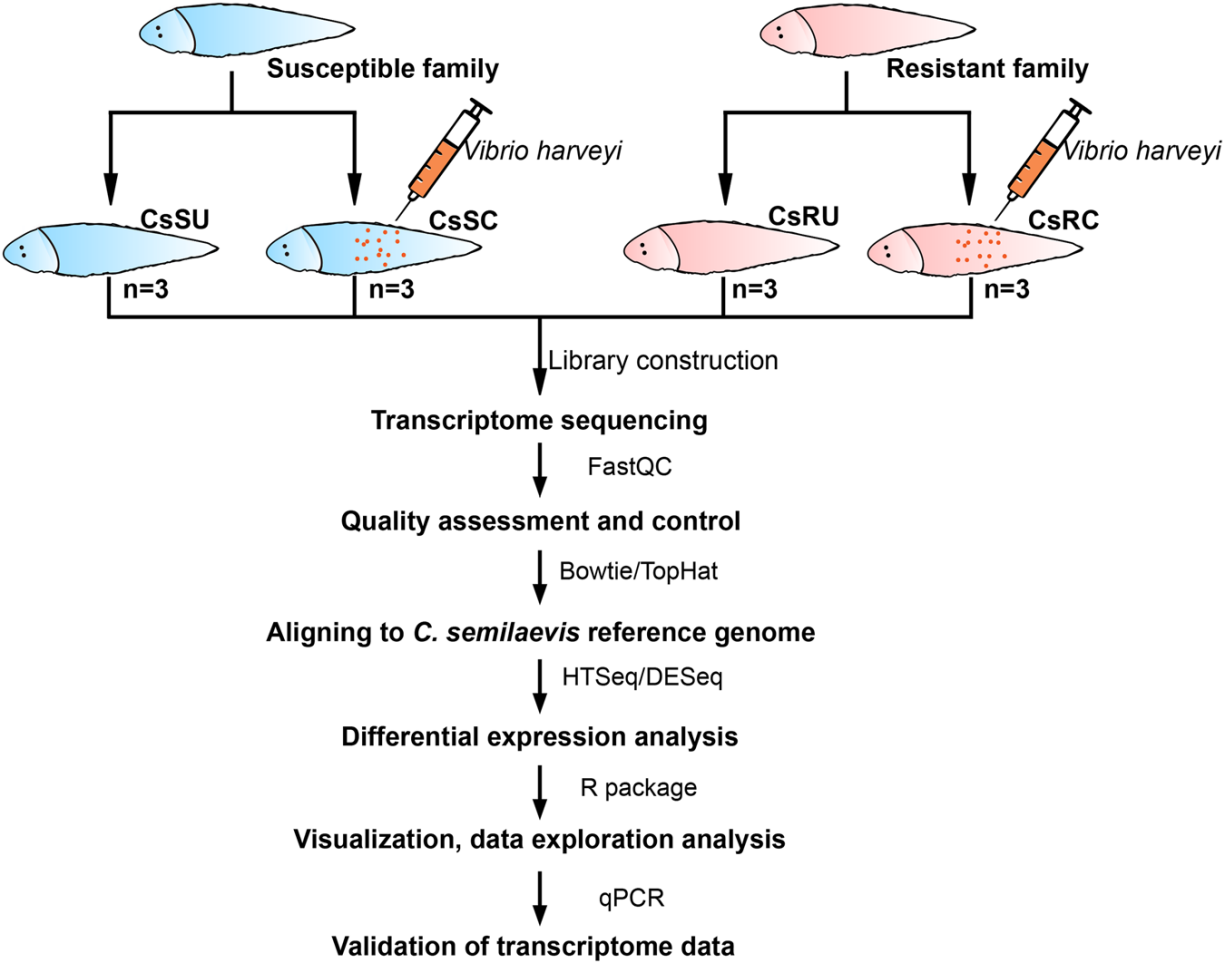
Overview of the experimental design. The flowchart represents RNA-Seq workflow and bioinformatics analysis workflow.

### Real-time qPCR validation

In this study, we randomly selected 24 genes for real-time qPCR validation to confirm the results of differential expression analysis. Real-time qRCR was performed with SYBR^®^ Premix Ex Taq™ (TaKaRa, Japan) on an ABI 7500 Fast Real-Time PCR system (Applied Biosystems, USA) under the following conditions: denaturation at 95 °C for 30 s, then 40 cycles of 95 °C for 15 s, 60 °C for 20 s, and 72 °C for 10 s. Relative gene expression was analyzed by 2^−ΔΔCt^ method. β-actin was chosen as the internal control for normalization^20^. We used Prism software to determine statistical significance and draw plots.

## Data Records

Raw FASTQ files were deposited into the NCBI Sequence Read Archive (SRA) with accession number SRP186770 (Table 1)^21^. The abundance count for all the samples was deposited to the NCBI Gene Expression Omnibus (GEO) with accession number GSE126995^22^. The DEGs presented in the Venn diagram are available on Figshare^23^.

## Technical Validation

All RNA samples used for library construction had 260:280 ratios of ≥1.5 and an RNA integrity number (RIN) of ≥8. We constructed 12 RNA libraries of mixed tissues with three biological replicates from four groups (CsSU, CsRU, CsSC, and CsRC) (Fig. 1). 

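Each library came from 1 fish, whose kidney, spleen and liver RNA was pooled, so the 3 libraries of a group are 3 fish. CsSU and CsRU are the susceptible and the resistant family of this flatfish at 0 h, and CsSC and CsRC are the same families 24 h after injection of V. harveyi. The paper's methods give an inoculum of 2 ml/kg at 80000 cfu/ml, whereas the sample labels give 0.2 ml at an OD600 of 1.0, and both descriptions are kept here. The authors aligned paired reads to the C. semilaevis genome with TopHat2, counted the fragments on each entry with HTSeq and deposited FPKM, the number of fragments on an entry scaled by its length and by the library's total of counted fragments. The deposited table holds 35135 entries, most of them predicted mRNAs under their accession, beside non-coding RNAs, 22 mitochondrial RNAs and loci under a LOC number or a number of the authors' own. Of these entries, 20198 were matched by accession to 15916 genes of the annotation of assembly Cse_v1.0. Because FPKM is a count divided by an entry's length and a library's total, both could be recovered from the table, and 99.99% of the values above 0 then lay within 0.002 of a whole number of fragments. The recovered totals were 20442982 to 28091459 fragments in CsSU with a median of 23588562, 21828698 to 24003137 in CsRU with a median of 23661442, 23985256 to 26751755 in CsSC with a median of 25820452, and 26699699 to 27390908 in CsRC with a median of 26963870. An entry with no fragment in a library could have had up to 3 fragments there, a limit that covers counting error only. Differences between groups were tested with limma on log2(FPKM + 1) over the 13829 entries with a mean FPKM of at least 0.5 across the 12 libraries, with Benjamini-Hochberg adjustment, from the 3 libraries of each of the compared groups. An exact permutation test of 3 fish against 3 cannot give a two-sided p below 0.1, so the tests of single entries rest on the spread that limma pools across entries.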

We applied FastQC and RNA-QC-Chain to verify that the data was suitable for downstream analysis (Fig. 2, Table 2).

**Fig. 2:**
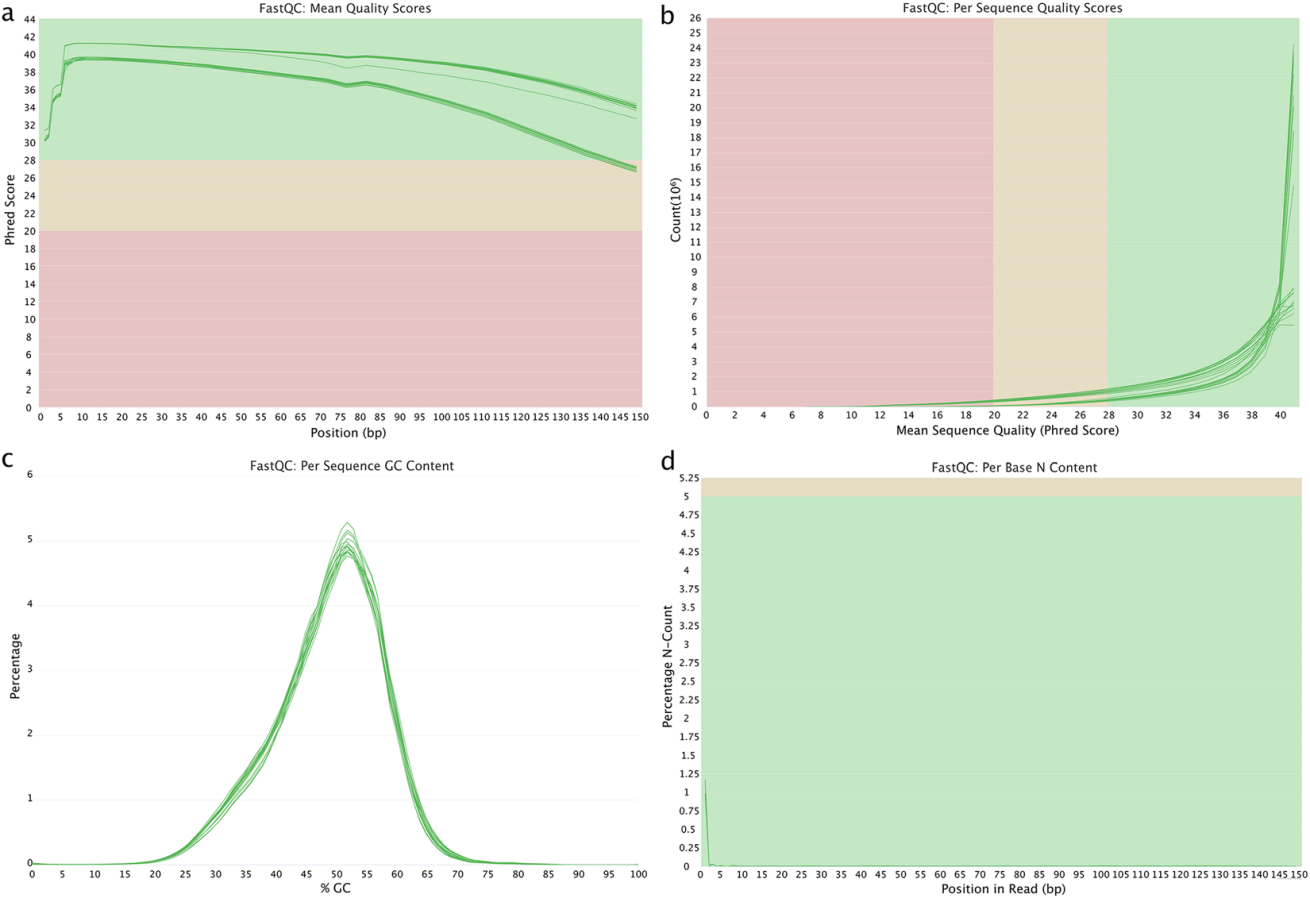
Visualization of qualities of *C*. *semilaevis* sequencing data. (**a**) Per base sequence quality. (**b**) Per sequence quality scores. (**c**) Per sequence GC content. (**d**) Per base N content.

**Table 2:** Summary statistics for the sequencing data of the twelve samples.

Sample name	Number of raw reads	Number of clean reads	clean bases	Error rate(%)	Q20(%)	Q30(%)	GC content(%)
SU1	93,383,974	87,594,930	13.14 G	0.02	94.3	88.31	48.74
SU2	104,672,142	98,188,152	14.73 G	0.03	94.34	88.28	49.11
SU3	80,095,718	75,276,260	11.29 G	0.02	94.37	88.36	48.61
RU1	85,660,884	80,441,096	12.07 G	0.02	94.25	88.16	48.7
RU2	91,134,342	85,816,620	12.87 G	0.02	94.36	88.31	48.98
RU3	91,226,452	85,555,254	12.83 G	0.03	93.73	87.06	48.7
SC1	101,900,430	95,811,584	14.37 G	0.02	94.36	88.39	48.22
SC2	104,216,082	97,740,946	14.66 G	0.03	94.18	88.03	48.19
SC3	100,320,038	93,866,088	14.08 G	0.03	94.02	87.83	47.66
RC1	106,581,728	99,971,142	15 G	0.02	94.3	88.31	48.6
RC2	105,878,506	99,234,478	14.89 G	0.03	94.27	88.26	48.31
RC3	100,828,908	95,019,216	14.25 G	0.02	94.52	88.63	48.24

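The fragments recovered from the FPKM of each library can be set against the read pairs that its uniquely mapped reads in Table 3 would make. They came to 77.7%, 81.7% and 77.9% of these pairs in CsSU, 77.6%, 78.6% and 80.7% in CsRU, 77.8%, 79.8% and 74.8% in CsSC, and 78.9%, 78.4% and 79.7% in CsRC. The FPKM per gene differed with the number of entries that the gene has in the table. Among the 12937 genes with 1 entry, the median FPKM was 2.92 and 64.4% reached a mean of 0.5. Of the 2176 genes with 2 entries, 13.1% reached 0.5 when their entries were summed, and of the 291 genes with at least 4 entries, 6.9% did.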

After clean reads were mapped onto the *C*. *semilaevis* reference genome, we calculated the number and percentage of uniquely mapped reads and multiply mapped reads in Table 3. The correlation of gene expression levels between samples is an important index to verify the reliability of an experiment, and the square of the Pearson correlation coefficient (R2) of >0.9 was a prerequisite for differential expression analysis (Fig. 3a). 

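R2 was computed for the 66 pairs of libraries from log10(FPKM + 1) over all entries. Across genes, which are not independent replicates, it ranged from 0.838 to 0.982 with a median of 0.946. The 12 pairs within a group ranged from 0.919 to 0.982 with a median of 0.955 and a standard deviation of 0.021, and the 54 pairs between groups from 0.838 to 0.975 with a median of 0.945. An R2 below 0.9 was found in 3 pairs, each of them between groups and each with the third CsSC library, SC3. These were SU2 with SC3 at 0.838, RU2 with SC3 at 0.896 and SU1 with SC3, which rounds to 0.900. Without SC3 the lowest R2 was 0.906. On FPKM without the logarithm, the alternative that moved it most, the lowest R2 was 0.411.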

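In the deposited table 11358 entries had an FPKM of 0 in every library. Over all entries the median of log10(FPKM + 1) was between 0.02 and 0.03 in each of the 4 groups, the lower quartile was 0 and the upper quartile was between 0.69 and 0.74. The entry with the highest mean, XM_008315059.1, which has no match in the annotation used here, had an FPKM of 66150 ± 43389 (SD, n = 12), from 22576 in SU2 to 159904 in RU3. LOC103382312, on chromosome 8 of Cse_v1.0 from 13622387 to 13623278, had 60973 ± 42465 (SD, n = 12). The FPKM of lect2.1, on chromosome 8 from 14436974 to 14437984, was 18682 ± 11854 (SD, n = 12) and fell to 281 in SC3. The 2 most abundant entries of a library held between 6.1% of its summed FPKM in SU2 and 35.1% in RU3.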

The FPKM boxplot shows the distribution of gene expression levels in Fig. 3b. Additionally, we analyzed the expression profiles among the four groups in the pairwise comparisons. 

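In CsRC vs CsSC, 270 entries had an adjusted p below 0.05, of which 17 were higher and 253 lower in CsRC, and 1069 had an unadjusted p below 0.05. Of the 270 entries, 75 are among the 86 tested entries on the W chromosome. If the sex of the fish, not found in the paper's text or the sample labels, explains this, it is confounded with group here. In CsRU vs CsSU, 2439 entries had an unadjusted p below 0.05. Of these, 11 had an adjusted p below 0.05, each 0.0471, 9 higher and 2 lower in CsRU. With the replicate number as a factor (replicate block), this count was 0. No entry passed in CsRC vs CsRU, where the smallest adjusted p was 0.114 and 2350 entries had an unadjusted p below 0.05, or in CsSC vs CsSU, where these values were 0.37 and 1841. With the replicate block, 290 entries passed in CsRC vs CsRU. limma with voom weights on the recovered fragments called 268 entries in CsRC vs CsSC and 0 in each of the other comparisons. With all 12 libraries in one fit the count in CsRC vs CsSC was 0 and that in CsRU vs CsSU was 3. Library weights (arrayWeights) gave 545 in CsRC vs CsRU, 415 in CsRC vs CsSC, 257 in CsRU vs CsSU and 0 in CsSC vs CsSU. The count in CsSC vs CsSU rested on the first CsSU library, SU1, since 230 entries passed without it. On simulated counts with the spread of these libraries, between 84 and 99 of 200 entries changed by 2 on the log2 scale were called, and between 166 and 176 of 200 changed by 4.

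**Figure D1:**
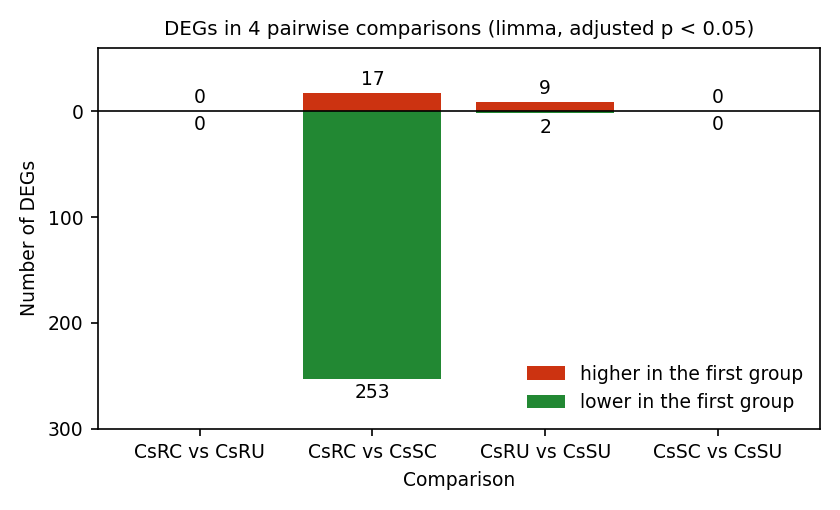
Number of entries with an adjusted p below 0.05 in each comparison, with those higher in the first group above the line and those lower below it. CsRC vs CsSC holds 17 and 253, CsRU vs CsSU holds 9 and 2, and the other comparisons hold 0. On the W chromosome lie 75 of the 270 entries of CsRC vs CsSC.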

As shown in Fig. 3c, downregulated and upregulated DEGs are highlighted in green and red with a threshold of −log_10_ (adjusted *p*-value) ≥1.3, respectively. Furthermore, a cluster analysis of the DEGs indicated that the expression patterns of those groups differed significantly from each other (Fig. 3d). 

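Whether the groups differ can be asked without first choosing DEGs, from the distance between libraries, 1 minus the Pearson correlation of log2(FPKM + 1) over the tested entries. The mean distance was 0.0555 within groups and 0.0729 between groups, a difference of 0.0174 (exact one-sided permutation test over the 15400 partitions of the libraries into 4 groups of 3, p = 0.00149). With each library left out in turn the difference was between 0.0136 and 0.0225 and the exact p was at most 0.0327. With the labels exchanged only among libraries of the same replicate number (replicate block, chosen after the data were seen), the exact one-sided permutation p was 0.00174, the smallest that these 576 partitions can give. The test covers the 4 groups together and not each pair of them. Clustering of the group means over the 281 DEGs joined CsRU and CsSU first, at a height of 0.634, and CsSC last, at a height of 2.29. Of these DEGs, 270 were chosen because CsRC and CsSC differ, with 253 lower in CsRC. The last place of CsSC is therefore largely set by that choice. Clustering over all tested entries, the alternative that changed the tree, joined CsRC and CsSC first and CsSU last. In the paper, the cluster analysis of the DEGs pointed to significant differences of each group from the others in expression pattern.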

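Over the 4 comparisons, 281 entries passed in sum and 281 distinct entries passed, since 0 were shared between any pair of comparisons. Without SU1 the sum was 501, and 203 of the entries then called in CsSC vs CsSU were also called in CsRC vs CsSC. These comparisons share the CsSC libraries, so part of the overlap can come from the sharing. In 20 simulated draws, unchanged groups shared 0 calls. CsRC vs CsSC made at most 1 call in these draws, so they cannot show how much overlap the sharing makes where CsSC differs. Rises and falls below are ranked only among called entries with non-overlapping groups, on the scale of log2(FPKM + 1). In CsRC vs CsSC the largest rises were those of LOC103399083 and LOC103399015, both on scaffolds without a chromosome. LOC103399083, from 1064 to 1635 of its scaffold, had an FPKM of 11.9 ± 8.66 (SD, n = 3) in CsRC and no fragment in CsSC, so that it was at least 33.2-fold higher in CsRC against a floor of 3 fragments per library (adjusted p = 0.00875 from limma). LOC103399015, from 18 to 2129 of its scaffold, had 5.28 ± 1.92 (SD, n = 3) in CsRC and 0.141 ± 0.120 (SD, n = 3) in CsSC, a log2 fold change of 2.42 with a standard error of 0.26 (adjusted p = 0.00147 from limma). In unchallenged fish, LOC103399083 had an FPKM of 3.28 to 11.27 in CsRU and at most 0.3 in CsSU. LOC103399015 had 4.88 to 6.62 in CsRU and 0.54 to 2.89 in CsSU. The largest fall was that of LOC103397057, on the W chromosome from 6443083 to 6446957, with 1.08 ± 0.415 (SD, n = 3) in CsRC and 939 ± 151 (SD, n = 3) in CsSC, a log2 fold change of -8.83 with a standard error of 0.235 (adjusted p = 2.46e-06 from limma). It also had an FPKM of 1282 in SU1 and 1076 in RU1 and of at most 1.39 in the other CsSU and CsRU libraries. XM_008335370.1, which has no match in the annotation, had the next largest fall, with a log2 fold change of -8.69 (adjusted p = 1.4e-06 from limma), and its FPKM was likewise high in SU1 (1352) and RU1 (1225). In a fit of all 12 libraries, none of these 4 entries passed, with adjusted p from 0.103 to 0.302, and LOC103399083 did not pass without the filter either. On the same scale, which weighs entries of low FPKM less than a ratio of means does, the largest rises in CsRU vs CsSU were those of Novel00673, with an FPKM of 4.43 ± 1.85 (SD, n = 3) and no fragment in CsSU, at least 6.88-fold higher, and of XM_008317899.1, with 143 ± 17.3 against 31.6 ± 6.16 (SD, n = 3 each). XM_008317899.1 also had an FPKM of 151.42 in SC3 and 106.89 in RC3. The falls were those of XM_008311613.1, with a log2 fold change of -1.92, and of galr2b, on chromosome 17 from 1653191 to 1661317, with an FPKM of 0.074 ± 0.082 against 2.48 ± 0.323 (SD, n = 3 each). These 4 entries sat at the adjusted p of their comparison, and over the alternatives it ranged from 0.0245 to 0.208.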

We identified a total of 713 DEGs in four pairwise comparisons (CsRC vs CsRU, CsRC vs CsSC, CsRUvs CsSU and CsSC vs CsSU) (Fig. 3e). Although the values of the log_2_ fold change from the transcriptomic analysis and qPCR analysis were different, the differential expression levels of these selected genes by qPCR were highly consistent with those observed by RNA-Seq (Fig. 3f). 

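The 24 genes of Table 4 carry 23 names, and 13 of their pairs of gene and comparison could be matched by symbol to 15 entries of the deposited table. Where Table 4 gives a symbol without the copy, as for cxcr4, tacr3, c7, tgm2, ckm and hsp90aa1, the entries that add a letter or number to it were taken, and these may not be the copies that were measured. The other 11, such as lyg, tlr5 and apoa4, had no entry under their symbol and are not analysed here. The log2 ratio of the group means of FPKM had the sign of the RNA-Seq bar in Fig. 3f in 15 of 15 entries. Among them, sdf2 had 32 fragments in CsRC and 17 in CsRU. The 95% exact interval of its log2 ratio was -0.2 to 1.63 for counting error, so its sign is not settled. limma's log2 fold change had the sign of the bar in the 13 entries above the filter. Of these 13, 10 had an unadjusted p below 0.05 and 2 passed after adjustment. One was tacr3a, on chromosome 9 from 10288368 to 10304162, in CsRC vs CsSC. Its FPKM was 3.19 ± 0.851 (SD, n = 3) in CsRC and 0.031 ± 0.002 (SD, n = 3) in CsSC, from 324 and 3 fragments, a ratio of 102 with a 95% exact interval of 34.6 to 497 for counting error (adjusted p = 0.000786 from limma, and 0.267 with all 12 libraries in one fit). The other was vstm2a, on chromosome 3 from 1242113 to 1299588, in CsRU vs CsSU, with 3.299 ± 0.705 (SD, n = 3) against 0.042 ± 0.055 (SD, n = 3), a log2 fold change of 2.03 with a standard error of 0.21 (adjusted p from 0.0245 to 0.182 over the alternatives). In the groups outside its comparison, vstm2a was at 3.81, 0.0 and 2.43 in CsRC and at most 0.05 in CsSC. Likewise, tacr3a was at 4.54, 2.4 and 0.13 in CsRU and at most 0.14 in CsSU. In CsRC vs CsRU, socs2 had 8.20 ± 2.81 (SD, n = 3) in CsRC and 27.9 ± 7.43 (SD, n = 3) in CsRU (adjusted p = 0.118 from limma), and hsp90aa1.2 had 11.5 ± 0.428 and 60.3 ± 19.2 (SD, n = 3 each). Over the alternatives the adjusted p of each of these entries ranged from 0.0357, with arrayWeights, to 0.363. The value of hsp90aa1.1 in CsRU rested on RU2, at an FPKM of 6.36 beside 0.18 and 0.29, and apc2 and sdf2 were under the filter. In CsSC vs CsSU, tgm2b had 18.8 ± 8.495 (SD, n = 3) in CsSC and 3.20 ± 0.572 (SD, n = 3) in CsSU, and gpr25, fgf19, ckma and ckmb had log2 ratios of means of 3.51, -4.07, -5.16 and -4.70, each with an adjusted p of 0.375 from limma. Without SU1, ckma and ckmb passed with adjusted p of 0.000828 and 0.00102. Both also belong to a list of skeletal muscle markers. Its mean log2(FPKM + 1) was 1.8 in SU1, 2.61 in SU2 and 3.16 in SU3, and 1.6, 1.36 and 1.28 in CsSC. The FPKM of ckma was likewise 2.78 in SU1, 50.03 in SU2 and 72.08 in SU3. For ckma and ckmb, differing amounts of muscle tissue in the pools therefore cannot be told apart from a response to the challenge. Of the other genes, cxcr4b had a log2 ratio of 0.55, c7a of 2.03 and gpr31 of -1.19, and c7a in CsSC included an FPKM of 2.98 in SC3. The ratio of gpr31, in CsRU vs CsSU, was -0.57 without SU3, where its FPKM was 61.84.

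**Figure D2:**
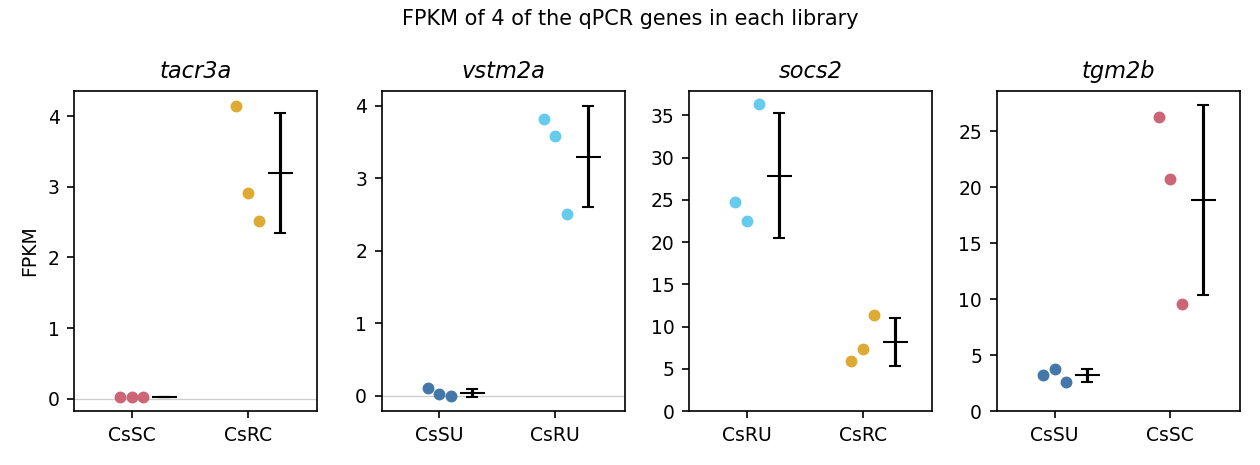
FPKM of tacr3a, vstm2a, socs2 and tgm2b in each library of the compared groups, with 1 point per fish and the mean and SD of the group beside the points. The 3 fish of one group lie above the 3 of the other in each panel, with means of 3.19 and 0.031 for tacr3a.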

The primers for these genes are shown in Table 4.

**Table 3:** Statistics analysis of clean reads mapping onto reference genome.

Sample name	Number of uniquely mapped reads	Percentage of uniquely mapped reads %	Number of multiply mapped reads	Percentage of multiply mapped reads %
SU1	60,754,188	69.36	1,605,970	1.83
SU2	68,745,699	70.01	2,265,076	2.31
SU3	52,489,583	69.73	1,378,661	1.83
RU1	56,281,304	69.97	1,259,706	1.57
RU2	60,241,555	70.2	1,469,368	1.71
RU3	59,485,111	69.53	1,256,973	1.47
SC1	66,388,773	69.29	1,753,415	1.83
SC2	67,065,736	68.62	2,025,623	2.07
SC3	64,134,171	68.33	1,305,320	1.39
RC1	69,465,962	69.49	1,793,586	1.79
RC2	68,779,401	69.31	1,908,332	1.92
RC3	67,008,296	70.52	1,791,000	1.88

**Fig. 3:**
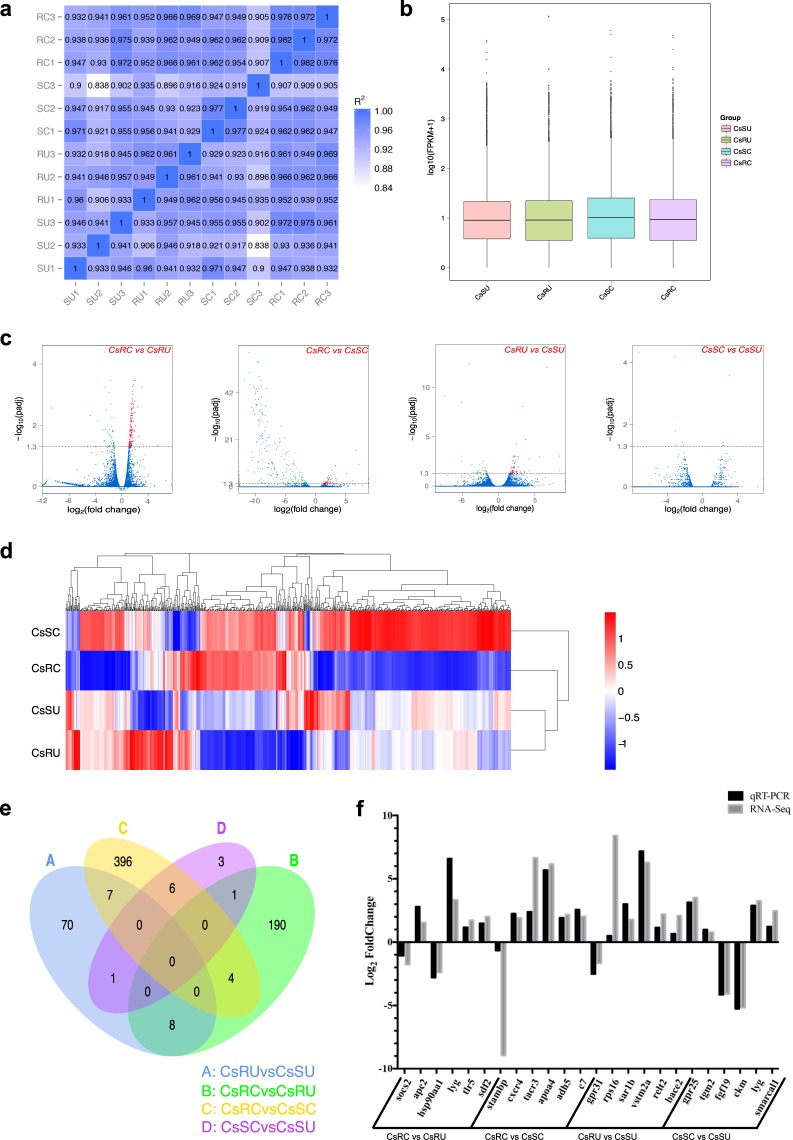
Quality assessment and comparisons of transcriptome data among the *C*. *semilaevis* groups. (**a**) Correlation matrix of the transcriptome data of all the samples. (**b**) Boxplot of FPKM distribution among the four groups. (**c**) Volcanoplot of differentially expressed genes (DEGs) distribution in the four pairwise comparisons. (**d**) Hierarchical cluster analysis of gene expression profiles of the four groups. (**e**) Venn diagram of the number of shared DEGs between contrasts. (**f**) Validation of differential expression of 24 genes from qPCR and RNA-Seq.

**Table 4:** Primers of selected genes for qPCR validation.

Gene	Forward Primer	Reverse Primer
*socs2*	TTCAAACTGGACTCGGTGGTTCT	CAGTTGTTGGTGGTGCTGCTAAT
*apc2*	TCGACGATGAGGCAAAGAGGATT	TTTCTTTGGTTTGCCACCCTGTC
*hsp90aa1*	TAAGCTGTATGTGCGCAGAGTCT	TTGCGGATGACCTTCAGGATCTT
*lyg*	TGCCAGAGGTGAATGGAATAGCA	AGTAGTCTCCCCCTGTCGTGTAT
*tlr5*	ATCTCCCTGATCCTGACAACAGC	AATTGATCCTGCAGACCCTCGAA
*sdf2*	TTCTGAGTGTGACAGGGGAACAG	GGCTGTATGAAGACACCCTCCAT
*stambp*	TGGCAAATTGACCAGAAATGCGT	TGTGGGGTGGGTATGTATCCAAC
*cxcr4*	GATCCAAATGCAGCCTTACGGAC	CTAGGATGAGGACACTGCCGTAC
*tacr3*	GGGAGGCTTACTGCAAATTCCAC	CAAACGATAACTCCTGTGGTGGC
*apoa4*	CCTCATCTCTCAGAGCACCAAGG	AGTTCTGACATCATCTCCTCGGC
*adh5*	AATGCACAAAGATGGCTTCCCAG	GGGAGACGAACAGAGGAATCACA
*c7*	ACGCAGCCTACAGGAAGGTTATT	GTACGCTCTTGATGGTCCAGAGT
*gpr31*	TGGCCATATACAACAGCACCAGA	GATGGGTAAAAGGGCTGCATGTC
*rps16*	GGGGAATGGTCTGATCAAGGTGA	CCTGACGGATGGCATAGATCTGT
*sar1b*	CTGGCTGAGGCTAAGACTGAACT	CCAAACATGCACCTGAGACCATC
*vstm2a*	GGAGATGGAGATGATACCGGAGC	ACCCTGCATTCGTAGAGACCTTC
*relt2*	AGGTTTCGTAAGGAGTCCATCGG	AATCTTCCCACAGAGAACACCGT
*bace2*	TCCGTATCACCATTCTGCCTCAG	CCAGTCTCTTCTGCACTCGATCA
*gpr25*	GACGCAGACACTCCCTCAAAATG	CCAGACAACAGGAGATGACCAGT
*tgm2*	ACCAAAACAAGCTGCACCATCAA	ATCCACAGTTCCCTCCCAGATTG
*fgf19*	GATCCAGGTTGTGTTGCCATCAG	TTTGTCGGAGGTGTAGACGTTGT
*ckm*	CACACGCCAAGTTTGAGGAGATC	CCATCAGCTTGACACCATCAACC
*lyg*	AGGATATGGCGATGGAGGGAATG	AAGATCTCAGTGCCTTGCTCGAT
*smarcal1*	ATGTTGTCAAGGTTTGCCAGTGG	GTCCTCTCCTCCATCACTTTCCC

Taken together, our findings present a high-quality transcriptomic dataset characterizing the *C*. *semilaevis* response to *V*. *harveyi* infection. Additionally, we screened multiple genes associated with the immune response to *V*. *harveyi* infection. 

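A list of 52 symbols of innate immune and acute phase genes matched 30 entries, of which 26 were above the filter. The number with an adjusted p below 0.05 was 0 in each of the 4 comparisons, both over all entries and adjusted over the list alone (limma). At an unadjusted p below 0.05 there were 8 in CsRC vs CsRU, 1 in CsRC vs CsSC, 8 in CsRU vs CsSU and 4 in CsSC vs CsSU. In CsRC vs CsRU, 22 entries were higher and 4 lower in CsRC, with a median log2 fold change of 0.38, and in CsSC vs CsSU, 8 were higher and 18 lower in CsSC, with a median of -0.68. The smallest adjusted p over the list was that of hamp in CsRC vs CsRU (0.0558 from limma), with a log2 fold change of 3.04, an entry named after its values were seen. As a set, tested with camera at a preset correlation of 0.01, the list was lower in CsRU than in CsSU (median log2 fold change -0.58, adjusted p = 2.57e-04), higher in CsRC than in CsRU (adjusted p = 0.00367), higher in CsRC than in CsSC (adjusted p = 0.0396) and lower in CsSC than in CsSU (adjusted p = 0.00151). None of these calls held under fry or with an estimated correlation. The call in CsRC vs CsSC was lost when any 1 of its 6 libraries other than SC2 was left out, with an adjusted p of 0.409 without SC3, and that in CsSC vs CsSU was lost without SU3 (adjusted p = 0.089), with a median of -0.16 without SC3 and -0.22 without SU3. The mean log2(FPKM + 1) of the list was 5.00 in SC3, against 6.18 to 7.40 in the other 11 libraries, and 5 of its tested entries are also liver markers. Entries outside these 5 went both ways in SC3. There hp, c9 and c7a had their lowest FPKM, at 3.117, 8.363 and 2.979, so the low values are not limited to the 5. By contrast, socs1b was at 48.86 in SC3, above 21.16 in SC1 and 24.39 in SC2.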

The dataset provides a valuable resource for isolating the immune-related genes, for better understanding the biological process of disease resistance, and for exploring reliable ways of host immune defence against *V*. *harveyi*.

## Data Availability

The softwares used for data processing are included in the methods and available in the following list: 1. FastQC v0.11.6 was used for quality assessment of FASTQ data: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/. 2. MultiQC was used for combining fastqc results into one: https://pypi.python.org/pypi/multiqc. 3. RNA-QC-Chain was used for data preprocessing of raw data: http://bioinfo.single-cell.cn/rna-qc-chain.html. 4. TopHat v2.0.12 was used for clean reads aligned to the reference genome: http://ccb.jhu.edu/software/tophat/downloads/. 5. Cufflinks v2.1.1 was used for transcript assembly of samples: http://cole-trapnell-lab.github.io/cufflinks/. 6. HTSeq v0.6.1 was used for counting the reads numbers mapped to each gene: https://htseq.readthedocs.io/en/release_0.11.1/history.html#version-0-6-1. 7. DESeq package v1.18.0 was used for differential expression analysis of two groups with biological replicates: https://bioconductor.riken.jp/packages/3.0/bioc/html/DESeq.html. 8. Ggplot2 package was used for visualization of a correlation matrix between samples: http://www.sthda.com/english/wiki/ggcorrplot-visualization-of-a-correlation-matrix-using-ggplot2.

How the deposited data were processed for this re-analysis (not part of the article)

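RNA of the kidney, spleen and liver of single Chinese tongue sole was sequenced in 12 libraries, 3 fish in each of 4 groups. The groups are the susceptible and the resistant family at 0 h (CsSU, CsRU) and 24 h after injection of V. harveyi (CsSC, CsRC). Conditions were taken from the sample labels, and the inoculum is described differently in the labels and in the paper's methods. The authors mapped the reads with TopHat2, counted fragments per entry with HTSeq and deposited FPKM for 35135 entries. No further normalization between libraries was found in the values. Symbols, chromosomes and positions come from the annotation of assembly Cse_v1.0, in which 20198 entries were found, 117 of them with their version number, and 63.1% of the tested entries were matched. Loci under a number of the authors' own have no position here.

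Lengths and library totals were recovered from the FPKM by finding the values that make the counts whole within 0.002 of a fragment, for 23775 of the 23777 entries above 0. On simulated FPKM the recovery returned 12 of 12 library totals and every count of 99.7% of 23345 entries. In the order of replicates 1, 2 and 3, the totals were 23588562, 28091459 and 20442982 fragments in CsSU, 21828698, 23661442 and 24003137 in CsRU, 25820452, 26751755 and 23985256 in CsSC, and 27390908, 26963870 and 26699699 in CsRC. A count of 0 allows up to 3 fragments per library, and the ratios of tacr3a and sdf2 are given with a 95% exact interval. Both cover counting error only, since the reads carry no molecular identifiers.

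Entries with a mean FPKM of at least 0.5 over the 12 libraries were tested, 13829 in all. limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3 was fitted to log2(FPKM + 1) of the 3 + 3 libraries of a comparison, with Benjamini-Hochberg adjustment and a threshold of 0.05. The family by challenge interaction, the challenge response of the resistant family minus that of the susceptible family, was fitted on all 12 libraries. On simulated counts with 200 changed entries per comparison, limma made between 4 and 15 false calls. Marker lists of tissues and of innate immune genes, 10 in all, were tested with camera at a preset correlation of 0.01 where at least 3 of their entries were tested. In 20 simulated draws camera called the shifted list each time and 4 of 140 unshifted lists. The simulated entries were drawn independently, so these draws do not give the error rate for lists whose entries move together. Distances between libraries were tested by exact permutation of the group labels. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

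Libraries of different groups with the same replicate number were checked for pairing by correlating their deviations from the group means across entries. The correlations for numbers 1, 2 and 3 were 0.09, 0.21 and 0.18 in CsRC vs CsRU, 0.23, 0.16 and 0.12 in CsRC vs CsSC, 0.6, 0.35 and 0.22 in CsRU vs CsSU, and 0.16, 0.23 and 0.16 in CsSC vs CsSU. They were above 0.1 throughout in the last 3 of these comparisons, so a fit with the replicate number as a factor is given beside the count where it changed a call. Neither the paper nor the labels name a pairing or a batch.

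The marker lists and the rule by which entries are named were fixed before the table was seen, though after Fig. 3f had been read. The rule takes the genes of Table 4 in the comparison of Fig. 3f, the 2 largest rises and 2 largest falls among called entries with non-overlapping groups in each comparison, any called innate immune entry, and the 3 entries with the highest mean FPKM. Alternatives changed the pseudocount to 0.1 or 0.5, the filter to none or a mean FPKM of 1, the libraries in the fit, the scaling between libraries, the limma prior, the library weights, the threshold, the distance, the linkage and the set test, added the replicate number as a factor, and left out each library in turn. voom on the recovered fragments, the FPKM distribution above the filter, and a permutation of the group labels within replicate numbers were added after seeing the data. Raw reads, the qPCR measurements and the primer sequences were not used here.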

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

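The tests of explanations in this part were chosen after the results were seen. The exceptions are fry, the omission of single libraries and the regroupings of the libraries, which were planned.

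The signal with no counterpart in the paper's text lies on the W chromosome. Of the 86 tested W-linked entries, 75 were called in CsRC vs CsSC, and 85 were lower in CsRC, with a median log2 fold change of -2.59. Of the 270 entries called there, 116 were matched to the annotation (43.0%), which is under the 80% needed to give a share per chromosome, and 21 lie on scaffolds without a chromosome. The median log2(FPKM + 1) of the W-linked entries was 2.87, 2.68 and 3.05 in CsSC and 0.01, 0.01 and 0.00 in CsRC. It was 2.65 in SU1 and 2.66 in RU1 and 0.00 in SU2, SU3, RU2 and RU3.

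Several explanations are at odds with these values. A response of the susceptible family to the challenge would leave unchallenged fish low, but SU1 stood at 2.65 and RU1, of the other family, at 2.66. A difference between the families would make the susceptible fish alike, but 11 of the 86 entries reached an FPKM of 0.5 in SU2 and 8 in SU3, against 84 to 86 in CsSC. Lower depth in CsRC would need smaller libraries, and the smallest CsRC library held 26699699 fragments against 23985256 to 26751755 in CsSC. SC3, which is low in liver markers, is not needed, since 78 W-linked entries were called without it. Nor can a single wrong label account for the pattern, since at least 64 W-linked entries were called with any 1 of the 6 libraries left out. Ovary with oocytes carried over in the CsSC pools would raise the oocyte list, but its 11 entries summed to an FPKM of 2.33 to 3.99 in CsSC and 3.34 to 3.97 in CsRC, below the median W-linked FPKM of 5.41 to 7.26 in CsSC. Ovary without oocytes was not tested.

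A candidate explanation is the sex of the sampled fish, which was not found in the paper's text or the sample labels. If the CsSC fish carry a W chromosome and the CsRC fish 2 copies of the Z, Z-linked entries should be higher in CsRC. The median log2 fold change of the 408 tested Z-linked entries was 0.27, against -0.11 for the 7849 tested entries on other chromosomes, a difference of 0.39, and 0 of 10000 random lists of similar expression had a median as high as that of the Z-linked entries. The difference was 0.38 under median of ratios rescaling and 0.39 under quantile normalization. In the unchallenged fish, the median log2(FPKM + 1) of the Z-linked entries minus that of the other entries was -0.38 in SU1, 0.18 in SU2, 0.17 in SU3, -0.38 in RU1, 0.02 in RU2 and 0.05 in RU3. Under this explanation sex would be confounded with group in CsRC vs CsSC, and family and challenge effects on the same entries stay open beside it. The other splits of these 6 libraries made at most 2 calls and simulated unchanged groups at most 1, against 270, but 1 of 10 splits is the smallest share that 3 fish against 3 can give, so the splits alone cannot exclude chance.

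The other results concern whether the families respond differently. By camera, the family by challenge interaction was positive for the innate immune list (adjusted p = 6.34e-05, median log2 difference 0.93), the liver list (adjusted p = 5.2e-05, median 2.28) and the kidney tubule list (adjusted p = 4.75e-04, median 0.83). The difference was positive in 22 of the 26 innate immune entries. The entries of a list move together in single fish, and fry, which allows for that, gave adjusted p of 0.42, 0.639 and 0.134, so correlation within the lists may account for the calls. Of 100 groupings of the 12 libraries, the real one and random ones, 69 with the real one included gave as many lists past the threshold, so chance cannot be excluded. Without SC3 the median difference of the liver list fell from 2.28 to 0.491 and that of the innate immune list was 0.56, so the low liver markers of that library make up much of the liver value. The kidney tubule list was 0.70 without SC3, and camera still called the 3 lists, with adjusted p of 1.4e-04 for the innate immune, 2.31e-03 for the liver and 4.62e-04 for the kidney tubule list. With each library left out in turn, the median of the kidney tubule list was between 0.526 and 1.065. A difference in response between the families stays open and is not shown by these values.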

How the results depend on the processing

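Voom on the recovered fragments, the FPKM distribution above the filter and the permutation within replicate numbers were chosen after the results were seen, and the other alternatives were fixed before the data were examined.

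The count in CsRC vs CsSC kept to within 1.5 times 270 in 18 of 20 alternatives, with 208 to 257 of the called entries shared when a library was left out. It fell to 0 with all 12 libraries in one fit, which pools the spread of the 4 groups, and rose to 415 with arrayWeights. With each library left out in turn it was between 217 and 291. The smaller counts depended on the processing. CsRC vs CsRU went from 0 to 3 with no filter on mean FPKM, 290 with the replicate block and 545 with arrayWeights, and was between 0 and 1 with each library left out, the 1 without RU1. CsRU vs CsSU went from 11 to 0 with no filter on mean FPKM, the replicate block, median of ratios rescaling, quantile normalization, an adjusted p below 0.01 and voom, to 3 with all 12 libraries in one fit, to 84 with eBayes robust and to 257 with arrayWeights, and was between 0 and 3 with any of its 6 libraries left out. CsSC vs CsSU was 0 in 19 of 20 alternatives and between 0 and 230 with each library left out, the 230 without SU1. No entry was called for the interaction in any of 25 alternatives. The sum over the comparisons was 3 with all 12 libraries in one fit, 570 with the replicate block, 1217 with arrayWeights and between 228 and 501 with each library left out, and the number of distinct entries was 3, 567, 1159 and between 228 and 302. Apart from the omission of SU1, for which a test is given under the other observations, the cause of these changes was not tested.

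The lowest R2 was 0.411 on raw FPKM, 0.878 on log10(FPKM + 0.1), 0.634 over entries with a mean FPKM of at least 0.5, and between 0.838 and 0.906 with each library left out, the highest without SC3. The median of the FPKM distribution was 0.92 over the entries above the filter, which removes the entries at 0. The tree of the groups changed over all tested entries, with a last height of 1.59. The difference between groups in distance was above 0 with an exact p of at most 0.0327 in 19 of 19 alternatives, the permutation within replicate numbers (a replicate block) included. The list tests went from 17 calls to 0 under fry and 0 under camera with estimated correlation, and were between 15 and 19 with each library left out. The Pearson correlation of the responses of the families was -0.127 with a pseudocount of 0.1. It was between -0.156 and 0.182 with each library left out, the lowest without RU2 and the highest without SC3, where the cause was not tested.

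For the 21 entries named in a comparison, 0 of 377 values under the alternatives changed direction, 67 lost and 6 gained the threshold. The number of qPCR entries with the sign of Fig. 3f was 12 to 15, as filters change how many are tested. Scaling moved the median log2 fold change of all tested entries in CsSC vs CsSU from 0.15 to 0.026 under median of ratios rescaling. Depth limits the entries with few fragments. LOC103399083 had 318 fragments in CsRC and 0 in CsSC, and Novel00673 had 60 in CsRU and 0 in CsSU.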

Differences from the paper's values

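The FPKM distribution above the filter and voom are the alternatives of this part that were chosen after the results were seen.

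The paper's total of DEGs over the 4 comparisons is 713, and 281 were called here. Of the alternatives set before the data were examined, the replicate block (570) and the omission of SU1 (501) come within 1.5 times of the paper's total, which is what near means for the counts here, and none of the others does. The number of distinct DEGs is about 690 in Fig. 3e, read by eye, against 281 here, and the replicate block alone comes near it, with 567. For CsRC vs CsRU the paper's count is about 200 in Fig. 3e against 0 here, with 290 under the replicate block and none of the other alternatives near it. For CsRC vs CsSC it is about 410 in Fig. 3e against 270 here, and the alternatives that come within 1.5 times are the pseudocounts 0.1 (277) and 0.5 (278), no filter (289), the replicate block (280), median of ratios rescaling (278), eBayes robust (275), arrayWeights (415) and the omission of CsSC replicate 1 (278) or replicate 3 (291), while the others do not. For CsRU vs CsSU it is about 86 in Fig. 3e against 11 here, with 84 under eBayes robust and none of the other alternatives near it. For CsSC vs CsSU it is about 11 in Fig. 3e against 0 here, and no alternative comes near it, the omission of SU1 giving 230 and the others 0. Voom did not close any of these gaps.

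The median of log10(FPKM + 1) is about 0.96 in Fig. 3b, read by eye, and 0.03 here over all entries. No alternative for it was set before the data were examined, and over the entries above the filter, chosen after seeing the values, it is 0.92.

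Of the 15 log2 ratios of mean FPKM set against Fig. 3f, 9 lie within 0.1 of the bar. A ratio is called near the figure's where the difference is at most the replicate SD of log2 FPKM, with a library of fewer than 3 fragments taken at 3, which is 1.07 for sdf2, 0.77 for cxcr4b and 0.76 for tgm2b. The value for sdf2 in CsRC vs CsRU is about 2.1 in Fig. 3f against 0.70 here, and it comes near the figure's without CsRC replicate 1 (1.1) and under no other alternative. The value for cxcr4b in CsRC vs CsSC is about 2.0 in Fig. 3f against 0.55 here, and that for tgm2b in CsSC vs CsSU about 0.8 against 2.56 here, and no alternative brings either near the figure's, the ranges over the alternatives being 0.14 to 0.86 and 2.24 to 2.87. For hsp90aa1 in CsRC vs CsRU, hsp90aa1.2 is at -2.39 and hsp90aa1.1 at -4.90 here against about -2.4 in Fig. 3f, and the latter is within its replicate SD of 2.8 of the figure's value. The figure and Table 4 name cxcr4 and tgm2 without a copy, so cxcr4b and tgm2b may not be the copies plotted.

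The paper gives an R2 above a set limit between samples as a condition for the test of differential expression, without saying which pairs it covers. Here 3 of 66 pairs, each between groups, lie below that limit, with a lowest R2 of 0.838, and the numbers printed in Fig. 3a match those computed here. The first pair and the last group of the tree in Fig. 3d are also the ones found here. Both trees rest on DEGs chosen from the compared groups, so the match is no independent support. Over all tested entries, CsRC and CsSC joined first and CsSU last.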

Other observations

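The tests of explanations in this part were chosen after the results were seen, apart from the planned items. Planned were the marker lists, the correlation of the responses and the regroupings of the libraries. So were fry, camera with estimated correlation and the omission of single libraries.

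The liver list, with 15 tested entries, had a mean log2(FPKM + 1) of 3.91 in SC3 and of 8.64 to 9.82 in the other 11 libraries, and each of the 15 was lowest in SC3. The gap to the next library was 4.73, and apoa1b had an FPKM of 147.5 in SC3. Lower depth is at odds with this, as SC3 held 23985256 fragments and 4 other libraries fewer. A few entries taking most of the expression are at odds with it too, since RU3, where they took a larger share, had a liver list mean of 8.75. A candidate explanation is that little liver RNA entered that pool. A response to the challenge cannot be told apart from it in 1 fish, although the other CsSC fish had 9.04 and 8.64.

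The pancreas list, with 4 tested entries, had a mean of 12.19 in SU2 and of 5.18 to 8.15 in the other libraries, a gap of 4.04, and prss1 had an FPKM of 11350 in SU2. Depth is at odds with this, since the mean was 6.02 in RC1, at 27390908 fragments. The skeletal muscle list had a mean of 5.36 in RU2 and of 1.28 to 3.16 elsewhere, a gap of 2.2, with 11 of its 13 tested entries highest there and mylpfa at an FPKM of 603.3. The mean of 2.76 in RC1, a deeper library, is at odds with depth. Tissue beside the 3 pooled ones may have been carried over in these 2 pools, and no biological explanation was tested, as each pattern is in 1 fish.

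Of 40 tests of lists, camera called 17. These were 5 for the innate immune list, 4 for liver, 3 for kidney tubule, 2 for pancreas, 2 for skeletal muscle and 1 for lymphocyte markers, and 0 for testis and intestine markers, whose smallest adjusted p were 0.277 and 0.199. The erythroid and oocyte lists had 2 tested entries each and were not tested, with means from 4.26 to 5.76 and from 0.97 to 1.55. The erythroid mean was 5.73, 5.43 and 5.49 in CsRU, 5.76 in SC3 and 5.46 in RC3, and 4.26 to 4.81 in the other libraries. XM_008317899.1, named in CsRU vs CsSU, was likewise at 151.42 in SC3 and 106.89 in RC3. Whether erythroid RNA in the pools bears on the calls in CsRU vs CsSU was not tested. The liver list was higher in CsRC than in CsSC (median log2 fold change 1.85, adjusted p = 2.62e-06), a call that rests on SC3, without which the median was -0.09 (adjusted p = 0.354). The skeletal muscle list was higher in CsRC too (median 0.40, adjusted p = 2.57e-06). The lymphocyte list was lower in CsRC than in CsRU (adjusted p = 0.0278, median -0.37), but not without RC3 (adjusted p = 0.23, median -0.09) or RU3 (adjusted p = 0.0682, median -0.43). None of the 17 held under fry, with a smallest adjusted p of 0.134, or with the correlation estimated, where it was 0.371. The median and the test differ in sign for kidney tubule in CsRC vs CsRU and for testis in CsRC vs CsSC. They also differ for intestine in CsRU vs CsSU and for lymphocyte markers in CsSC vs CsSU. The mean and the test differ for kidney tubule in CsRC vs CsRU and for lymphocyte markers in CsRU vs CsSU. Splits of the 6 libraries of a comparison gave as many lists in 7 of 10 in CsRC vs CsRU, 3 of 10 in CsRC vs CsSC, 8 of 10 in CsRU vs CsSU and 2 of 10 in CsSC vs CsSU, so the splits do not exclude chance for any.

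For the counts of DEGs, as many calls were made in 1 of 10 splits, the real one, in CsRC vs CsSC and in CsRU vs CsSU. A count of 0 is reached by any split, so in CsRC vs CsRU and CsSC vs CsSU the entries at an unadjusted p below 0.05 were compared. In both, 1 of 10 splits, the real one, gave as many, with 2350 against at most 2045 in the others and 1841 against at most 925. In CsRC vs CsSC, 2 of 10 splits reached the 1069 entries at an unadjusted p below 0.05. The other splits made at most 2 calls in CsRC vs CsSC, against 270, and 0 in CsRU vs CsSU, against 11. With 10 splits the share is never under 0.1, so the splits alone cannot exclude chance. In each of these 2 comparisons, the 3 other splits that part each same-numbered pair made 0 calls, and the remaining 6 part 1 pair. No entry was called for the family by challenge interaction (limma, smallest adjusted p 0.379, 1724 entries at an unadjusted p below 0.05, 0 calls with voom). As many entries at an unadjusted p below 0.05 were found in 9 of 100 groupings, the real one included, so chance cannot be excluded.

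Without SU1, 230 entries were called in CsSC vs CsSU, 209 higher and 21 lower in CsSC, and 69 of them are W-linked. Of the 230, 203 were also called in CsRC vs CsSC, which shares the CsSC libraries with CsSC vs CsSU. In 20 simulated draws, unchanged groups shared 0 calls. Those draws made at most 1 call in CsRC vs CsSC, so they do not measure the overlap that a changed CsSC would give. A candidate explanation is that SU1 resembles the CsSC fish in W-linked expression, so that its presence in CsSU may widen the spread of those entries.

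Across the 13829 tested entries, the log2 fold changes of CsRC vs CsRU and CsSC vs CsSU, which share no library, had a Pearson correlation of -0.012 and a Spearman correlation of 0.071, and 53.9% had the same sign. With each library left out in turn, the Spearman correlation was between -0.05, without SC2, and 0.298, without SC3. Without SC3, 59.7% of the entries had the same sign. Entries are not independent replicates, and no biological explanation was tested.

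Genes with several entries in the table are mostly near 0. Among housekeeping genes, 92.8% of the 194 with 1 entry reached an FPKM of 0.5, with a median of 114.6, and 21.1% of the 19 with at least 2 entries did. The median of the latter, 0.0352, is at odds with low expression as the reason. A candidate explanation is that fragments shared by the entries of a gene were left uncounted, which the union mode of counting does where features overlap. Most genes of this kind are under the filter and were not tested here.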
